A study of Mus musculus with 27 samples. Its data were reported in "GSDME–IL-18 pyroptotic axis prevents myosteatosis by expanding tissue-resident macrophages to promote muscle regeneration" (2026).

How the data were processed

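RNA was sequenced from the muscle of male mice after cardiotoxin injection (CTX, a snake venom peptide that lyses muscle fibres and is followed by regeneration). The 24 injured libraries were from WT mice and mice labelled Gsdme KO, collected on days 1, 4, 7 and 14 (D1, D4, D7 and D14) with 3 libraries per genotype and day. The other 3 libraries were from WT control muscle, which was taken as uninjured. The study names the gastrocnemius and contralateral control muscle, whereas the deposited description names thigh muscle and unloaded control muscle. Gsdme encodes gasdermin E, a protein that forms pores in the cell membrane once a caspase has cut it. Groups and replicate numbers were taken from the sample titles. The titles say KO, whereas the genotype field of the same samples says knockdown, and KO below means the libraries labelled KO. Per the labels, total RNA was made into libraries with a SMARTER mRNA kit and sequenced from both fragment ends on an Illumina instrument. The study describes a batch with the injured and uninjured muscle 24 h after injury and another batch with WT and KO muscle at the 4 time points. The labels give no batch.

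The authors deposited TPM (a relative transcript abundance, read counts divided by gene length and scaled to the same total in every library) for each gene and library, in a table of the 24 injured libraries with 55852 entries and a table of control and WT D1 libraries with 55677 entries. Quality control and alignment to a reference were stated, and the aligner, the counting tool, the genome build and any filter were not. The injured table holds 55416 Ensembl IDs, of which 52083 were matched to GENCODE release 21 for mouse, and 436 StringTie IDs of loci assembled from reads, of which 341 were tested. Gene names and pathway membership were taken from the deposited tables, and 1928 entries had no gene name. GENCODE gave only gene order, GC content and transcript length, so that no coordinates are given. The deposited group means matched the mean of their libraries within 3.33e-05. TPM carries no read number, so that the depth of each library is unknown and no interval or detection limit was computed. As TPM values are shares, a gain in a few abundant genes lowers all others: the 50 most abundant genes held from 25.4% to 61.4% of a library's TPM. Reads shared between paralogs or overlapping genes may have been split or assigned to 1 copy, and strand use was not stated.

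The WT D1 libraries stand in both tables. Across genes, each correlated with itself at r of 0.997 and with any other WT D1 library at no more than 0.985, and about 91% of values were within 10% between tables, so these were taken as the same libraries, quantified separately for each table. Which sequencing batch they came from is not stated. If they were sequenced with the controls, genotype and batch cannot be told apart at D1, and if they were sequenced with the other injured libraries, injury and batch cannot be told apart in the control comparison. Each comparison of groups was run within 1 table, except that the adipocyte set of D14 muscle was also set against control muscle of the other table. Replicates were compared before averaging: Pearson's r across genes on log2(TPM + 1) was from 0.913 (KO D4) to 0.977 (WT D7) over 24 pairs in the injured table, and no pair had more than 0.291% identical values among genes of at least 1 TPM in either library, so all 3 libraries of each group were kept. Xist, a transcript of female cells, was at most 0.17 TPM, and the Y-linked Ddx3y was from 3.98 to 20.1 TPM.

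Values were analysed as log2(TPM + 1), and fold changes are on this scale, which understates the change of genes with low TPM. Genes with TPM of at least 1 in at least 3 libraries were tested (15718 of the injured table). As TPM is not a count, limma 3.58.1 (R 4.3.3) was used, with 8 group means, contrasts and empirical Bayes moderation with a variance trend, so that all groups shared 1 estimate of the spread. The Benjamini-Hochberg adjustment was made over all genes of a comparison, and genes with an adjusted p under 0.05 are described as called. Comparisons were KO against WT at each day, their average, an F test of differences between days, and neighbouring days within each genotype. Exact two-sided permutation of genotype was run for single values. With 3 against 3 there are 10 splits and the smallest p is 0.1, and within 4 days there are 160000 assignments for a single value, which are 10000 splits for the share of variance, where the mirror of a split on each day counts as the same.

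A panel of 35 genes named in the study and 13 preset gene sets were tested, the latter with limma's camera at an inter-gene correlation of 0.01, adjusted over the 52 tests of sets and days, with fry and camera with an estimated correlation beside it. The sets were adipocyte and lipid storage, nuclear oxidative phosphorylation, resident macrophage, mitochondrially encoded, immediate early and Klf factors, recruited monocyte and inflammatory, leukocyte, lipid-associated macrophage, fibro-adipogenic progenitor, myogenic regeneration, mature myofibre, cell cycle, and fatty acid oxidation. In addition, 7 lists marked possible foreign tissue: brown adipocyte, acinar pancreas, liver, epidermis, erythrocyte, Schwann cell and nerve, and cardiac and smooth muscle. Of 348 pathways in the deposited annotation, 307 had from 15 to 300 tested genes (8427 genes had a pathway). Camera ranks a set against all other genes, so that its direction can differ from the sign of the median log2 change. Principal components used the 18 libraries of D4, D7 and D14. Fuzzy c-means (e1071 1.7.16, 7 clusters, fuzzifier 3.6, best of 3 random starts) was run on standardised group means of these days in WT and KO separately, and WT and KO clusters were matched by the correlation of their centres.

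Genes are named in the text by the following rule. Gsdme came first, then the panel, then for each day and the average up to 3 called genes per direction with the smallest p, a mean of at least 1 TPM in either genotype, and no overlap between the 3 WT and 3 KO libraries (for the average, the same sign at all 4 days). A gene named outside this rule is said to be so. Single values of 1 panel gene are not reported here, and it was left out of the check for opposite directions between days. The groups, tests, panel, sets, naming rule and most alternatives were fixed before the data were examined. The alternatives were an adjusted p of 0.01, a pseudocount of 0.1, no filter, a minimum of 5 TPM, median-of-ratios scaling, quantile normalization, removal of mitochondrial and the 50 most abundant genes, other variance priors, fits of only the groups compared, a replicate block, and each library left out in turn. The control comparison, library quality weights, single random starts of the clustering, clusters counted as alike by their centres, and all alternatives of the acinar and nerve lists and of the sets other than the first 3 named were added after the data were seen.

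Whether replicate numbers pair the libraries was checked from the correlation of deviations from group means. Between KO and WT of the same day, 12 same-numbered pairs gave r from -0.401 to 0.395, with 4 above 0.1, so the numbers did not pair the genotypes. Between neighbouring days within a genotype, 18 pairs gave r from -0.246 to 0.442, with 10 above 0.1. All 3 pairs exceeded 0.1 for KO D1 with D4 (0.192, 0.377 and 0.255) and KO D4 with D7 (0.283, 0.442 and 0.13), although these were different mice and the labels state no shared litter or day. The control and injured muscle of the same number may come from 1 mouse, since the study took the contralateral muscle, but the labels do not say so.

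The scripts were tested on simulated data drawn from the group means and spread of the real genes. At D4, 186 of 200 genes planted with a log2 change of 2 were called (93%), with 9 other genes called, and 0 genes were called at D1 and at D7, where nothing was planted. Of these planted genes, 162 were called in the test of differences between days. Camera gave p under 0.05 for 3 of 100 random sets. When offsets per replicate number were planted, 183 genes were called with a block and 0 without it. A planted cluster move of 20% was recovered as 20%.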

Results

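Transcriptomes of mouse muscle were compared in 27 libraries. Of these, 24 came from muscle injured with cardiotoxin (CTX) and collected on D1, D4, D7 and D14 from WT and Gsdme KO mice (n = 3 per genotype and day), and 3 came from uninjured WT control muscle. The depth of the libraries is unknown, since the deposited values were TPM. In their place, the number of genes with at least 1 TPM was from 11785 in control replicate 2 to 14704 in WT D4 replicate 1. The 50 most abundant genes held 25.4% of the TPM in WT D4 replicate 1 and 61.4% in WT D14 replicate 3, and mitochondrial genes held from 3.63% to 18% in the injured libraries. KO D4 replicate 2 had 12961 genes with at least 1 TPM and 51.1% of its TPM in the 50 most abundant genes, whereas the other KO D4 libraries had 14380 and 13960 genes and 33.5% and 39.3%. Since the batch of the WT D1 libraries is not stated, genotype and batch may coincide at D1.

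To check the genotype labels, the targeted gene was examined first. Gsdme (ENSMUSG00000029821) was not absent from the libraries labelled KO. Its mean TPM in WT muscle was 3.59 ± 1.11 (SD, n = 3) on D1, 2.77 ± 0.215 on D4, 2.15 ± 0.355 on D7 and 1.98 ± 0.448 on D14. In KO muscle it was 1.66 ± 0.459, 1.33 ± 0.321, 1.11 ± 0.227 and 1.67 ± 0.356 on these days. The 3 KO libraries were below the 3 WT libraries on D1, D4 and D7 (exact permutation p = 0.1 each, the smallest that 3 against 3 can give), whereas on D14 the KO libraries were from 1.27 to 1.96 and the WT libraries from 1.46 to 2.26 (exact permutation p = 0.5). Thus Gsdme TPM separated the labels at 3 of the 4 time points, and on D14 it could not be used to check them. The log2 difference of KO minus WT was -0.77, -0.70, -0.58 and -0.16 from D1 to D14 (SE 0.19), with adjusted p of 0.628, 0.212, 0.776 and 1 over all genes. Averaged over days it was -0.55 (SE 0.0949, adjusted p = 0.0664, exact permutation p = 8.75e-05). This adjusted p moved most with a replicate block, to 0.781, and was as low as 0.0209 with library quality weights. In uninjured control muscle Gsdme was 1.85 ± 0.43 TPM (n = 3) in the other table. Whether the difference varied between days was not detected (adjusted p = 0.527, F test).

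**Figure D1:**
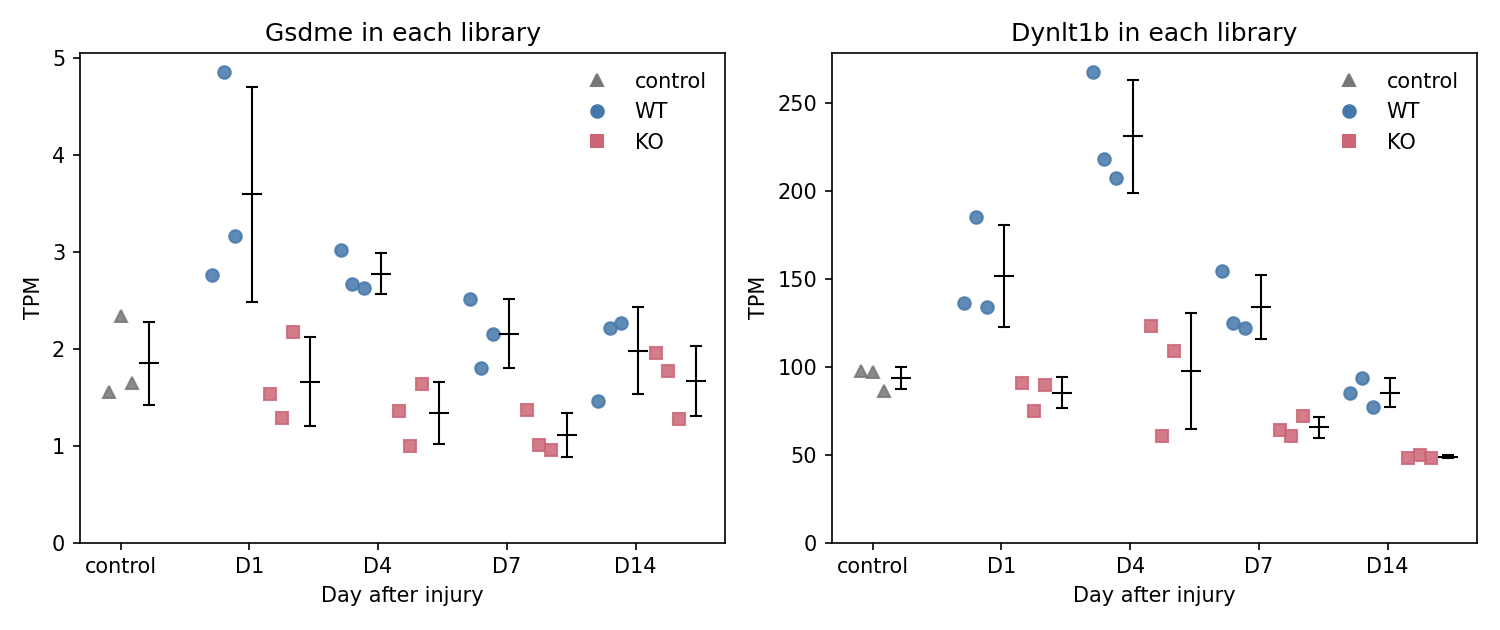
TPM of Gsdme and Dynlt1b in each library (points) of uninjured control, WT and KO muscle by day after injury, with the dash and bars giving the mean ± SD of 3 libraries and control values taken from the separate control table. Gsdme overlaps between genotypes only at D14, where KO libraries lie from 1.27 to 1.96 TPM and WT libraries from 1.46 to 2.26 TPM.

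Next, KO and WT muscle were compared across all 15718 tested genes at each time point, the question being which transcripts depend on Gsdme during repair. One gene was called on D1 and 0 genes on D4, D7 and D14. At an unadjusted p under 0.05 there were 845 genes on D1 (452 higher in KO, 393 lower), 3568 on D4 (573 higher, 2995 lower), 481 on D7 (76 higher, 405 lower) and 324 on D14 (277 higher, 47 lower), where 785.9 would be expected by chance. The lowest adjusted p was 0.054 on D4, 0.516 on D7 and 0.0646 on D14. The excess at D4 depended on the fit and on few libraries. In a fit of only the D4 libraries 583 genes had an unadjusted p under 0.05, and quality weights gave 883. With all groups in the fit, 643 genes were under it without KO D4 replicate 2 and 1049 without WT D4 replicate 1, whereas without KO D4 replicate 1 there were 6518 and 24 genes were called. On D14, 26 genes were called without KO D14 replicate 1. The median log2 difference of all genes was 0.09, -0.28, -0.19 and 0.08 from D1 to D14 in TPM as deposited. Of the alternatives that kept all libraries, quality weights moved the D7 count most, to 533 called genes, and the D4 count was highest with no filter, at 21. The test of differences between days called 0 genes (1203 at an unadjusted p under 0.05, lowest adjusted p 0.527).

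The gene called on D1 was Gm42793 (ENSMUSG00000105954), with 0.547 ± 0.566 TPM in WT and 3.74 ± 0.629 TPM in KO (log2 difference 1.68, SE 0.24, adjusted p = 0.0209, n = 3, no overlap of the libraries). It lost its call without WT D1 replicate 2 or 3 or without KO D1 replicate 1 or 3 (adjusted p from 0.0719 to 0.218). On average over days, Dynlt1b (ENSMUSG00000096255), a dynein light chain gene, was the only gene called among 15718, with a log2 difference of -0.98 (SE 0.1, adjusted p = 0.000112, exact permutation p = 1.25e-05, the smallest that permutation within days can give). Its mean TPM in WT was 151.9 ± 29 on D1, 231.2 ± 32.1 on D4, 134.1 ± 18 on D7 and 85.4 ± 8.28 on D14, whereas in KO it was 85.2 ± 8.78, 97.6 ± 32.8, 65.6 ± 5.97 and 48.9 ± 0.831 (n = 3 each). Control muscle had 93.7 ± 6.24 TPM. Dynlt1b kept its call in each of its 34 alternatives, from -1.03 to -0.90 with 1 library left out. After median-of-ratios scaling, quantile normalization or removal of abundant genes it was also called on each day, with log2 differences from -1.05 to -0.78 and adjusted p from 0.000798 to 0.0263. Dynlt1b has close paralogs (Dynlt1a, Dynlt1c and Dynlt1f, chosen after its values were seen), between which reads could be shared. The summed TPM of the 4 copies was also lower in KO (log2 difference -0.71, exact permutation p = 1.25e-05, the same smallest value). At an unadjusted p under 0.05, 556 genes differed on average (186 higher, 370 lower).

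The panel of 35 genes named in the study was then examined, of which 31 were tested. Over all genes tested, 0 panel genes were called in any of these 5 comparisons, with 1, 8, 4, 6 and 6 genes at an unadjusted p under 0.05 on D1, D4, D7, D14 and on average. When adjusted over the list alone, 1, 5, 0, 2 and 5 genes had an adjusted p under 0.05, the one on D1 being Gsdme. This is not independent evidence for panel genes that the study itself lists as differing between genotypes in these libraries, among them Plin1, Adipoq, Adrb3, Cebpa, Abhd15, Pdk4, Gys2, Egr1, Il1b, Fos and Lyve1. Without overlap of the 3 KO and 3 WT libraries were 2, 6, 15 and 8 genes on D1, D4, D7 and D14, where chance gives 10%. On D4 the 5 genes were Il1b (13.5 ± 12.7 TPM in WT, 1.54 ± 1.33 in KO, log2 difference -2.32, list adjusted p = 0.0132), Egr1 (34.2 ± 12.8 and 9.19 ± 3.72, -1.78), Fos (26.4 ± 7.51 and 8.46 ± 4.63, -1.61), Pax7 (5.93 ± 0.108 and 3.34 ± 2.04, -0.82) and Gsdme. Pax7 fell by 0.33 only without KO D4 replicate 2. The median of all genes itself was lower by 0.28 on D4, and each of these differences was larger. Lyve1, a marker of resident macrophages, was 4.8 ± 1.74 TPM in WT and 8.96 ± 2.29 TPM in KO on D4 (0.80, adjusted p = 0.212 over all genes). On D14, Adipoq was 3.26 ± 1.46 TPM in WT and 46.4 ± 27.1 TPM in KO (log2 difference 3.33), and Plin1 was 1.5 ± 0.438 and 17.2 ± 8.94 TPM (2.73), with list adjusted p of 0.00629 and all-genes adjusted p of 0.245 for both. Uninjured control muscle had 28.6 ± 4.85 TPM of Adipoq and 8.77 ± 1.82 TPM of Plin1 in the other table. On average over days the 5 genes were Gsdme (-0.55), Plin1 (1.22), Adipoq (1.34), Egr1 (-0.68) and Pdk4 (0.92), with list adjusted p from 0.000394 to 0.0291.

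To ask whether lipid storage, oxidative metabolism and resident macrophage genes shifted as groups, preset sets were tested. Camera called 28 of 52 set and day combinations. Only 1 of these 28, the adipocyte and lipid storage set on D14, held under fry (adjusted p = 0.00876) and under an estimated correlation (adjusted p = 0.00259). Its median log2 difference on D14 was 0.77, which is 0.69 above the median of all genes, with 32 of 33 genes higher in KO (camera adjusted p = 2.09e-45, n = 3). The lowest median with 1 library left out was 0.62, and over scalings it was 0.68. Of the 34 listed genes, 30 had a mean of at least 1 TPM in control muscle and 6 stand in the panel. Plin1, Adipoq, Adrb3, Cebpa and Abhd15 are among those that the study lists as differing in these libraries. The mean log2(TPM + 1) of the set was 3.63 ± 0.0737 in WT and 4.81 ± 0.491 in KO on D14, compared with 4.23 ± 0.0727 in control muscle from the other table. On D1, D4 and D7 the median differences of this set were 0.37, 0.43 and 0.05 (camera adjusted p = 0.0255, 1.84e-12 and 1.73e-05), or 0.28, 0.71 and 0.24 relative to all genes, and fry gave adjusted p of 0.644, 0.404 and 0.905. Leaving out KO D1 replicate 1 lowered the D1 median to 0.10, leaving out KO D4 replicate 2 lowered the D4 median to 0.20, and without KO D7 replicate 1 the D7 median was -0.06.

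**Figure D2:**
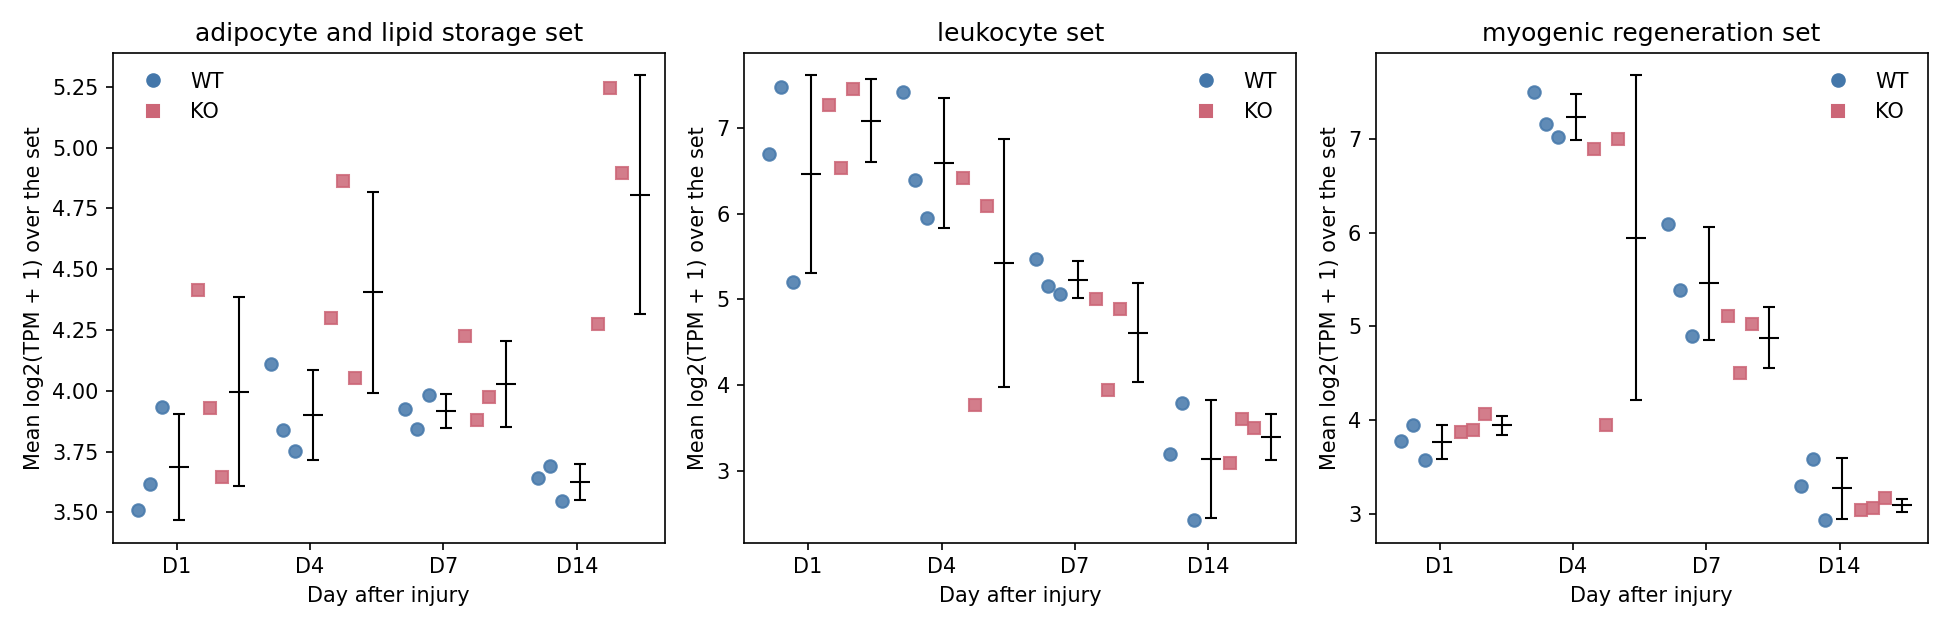
Mean log2(TPM + 1) over the genes of the adipocyte and lipid storage, leukocyte and myogenic regeneration sets in each injured library (points) by day and genotype, with the dash and bars giving the mean ± SD of 3 libraries. KO D4 replicate 2 has the lowest leukocyte score (3.76) and myogenic score (3.94) of the D4 libraries, and the adipocyte score on D14 is 4.28 or more in all 3 KO libraries.

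The nuclear oxidative phosphorylation set had median differences of 0.01, 0.30, -0.10 and 0.04 from D1 to D14 (camera adjusted p = 0.0719, 6.99e-32, 0.967 and 0.101). The signs of these medians for D1, D7 and D14 were reversed under each of the 3 other scalings. Relative to all genes the values were -0.08, 0.58, 0.09 and -0.04, with signs that each scaling kept. On D4, 74 of 75 genes were higher in KO, but fry gave an adjusted p of 0.404, and the median was 0.13 without WT D4 replicate 1. The resident macrophage set differed by -0.04, -0.10, -0.09 and 0.07 (camera adjusted p = 0.914, 0.145, 0.0173 and 0.975), its signs on D4 and D7 were reversed under each of the other scalings and on D14 under median-of-ratios scaling and quantile normalization, on D1 the sign was reversed at a minimum of 5 TPM, and on D7 its call was lost under fry (adjusted p = 0.986). Relative to all genes it differed by -0.13, 0.18, 0.09 and -0.01, and the signs for D1, D4 and D7 were kept under each scaling. Among the remaining 10 sets, 9 were called on D4, namely myogenic regeneration (-1.46, camera adjusted p = 0.0173), leukocyte (-1.19, 0.0173), cell cycle (-1.19, 0.00853), lipid-associated macrophage (-1.14, 0.0129), recruited monocyte and inflammatory (-0.87, 0.0486), immediate early and Klf factors (-0.78, 0.00423), mature myofibre (0.71, 6.32e-17), mitochondrially encoded (0.62, 9.74e-12) and fatty acid oxidation (0.31, 1.79e-09), whereas fibro-adipogenic progenitor genes differed by -0.27 (0.25). Relative to all genes the shifts of these 10 sets on D4 were -1.18, -0.91, -0.91, -0.86, -0.59, -0.50, 0.99, 0.90, 0.59 and 0.01, and no sign of these was reversed by another scaling, whereas the median of the fibro-adipogenic progenitor set itself became positive under median-of-ratios scaling and quantile normalization. Without KO D4 replicate 2 the leukocyte, myogenic, lipid-associated macrophage and cell cycle medians were -0.35, -0.38, -0.35 and -0.48. Without WT D4 replicate 1 the mature myofibre, mitochondrially encoded and fatty acid oxidation medians were 0.355, 0.313 and 0.0927, and these 3 sets kept their calls. The recruited monocyte median was -0.251 without WT D4 replicate 1, and its call was lost in 4 of 6 fits with 1 library left out. Fry gave adjusted p of 0.366 or more for all 13 sets on D4.

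On D1 several of these 10 sets differed in the opposite direction. Called were recruited monocyte and inflammatory (0.80, camera adjusted p = 0.00109), lipid-associated macrophage (0.75, 0.000159), leukocyte (0.56, 0.0176), cell cycle (0.56, 0.0173), mature myofibre (-0.56, 8.57e-09) and fatty acid oxidation (0.22, 0.018). Without WT D1 replicate 3 the leukocyte median was -0.01, and the recruited monocyte and cell cycle sets lost their calls (0.25 and 0.04). The lipid-associated macrophage and mature myofibre sets kept theirs in each fit with 1 library left out. Fatty acid oxidation lost its call in 2 of 6 such fits, and its median was 0.0304 without KO D1 replicate 2. On D7, mature myofibre was higher (0.36, 4.64e-15), and cell cycle (-0.67, 0.0331) and immediate early and Klf factors (-0.47, 0.0256) were lower. Fatty acid oxidation differed by -0.04, or 0.14 relative to all genes (0.00381). Without KO D7 replicate 2 the medians of the first 3 of these sets were 0.149, -0.305 and -0.257. With 1 library left out, mature myofibre kept its call, whereas cell cycle and immediate early genes each lost theirs in 3 of 6 fits. On D14 the called sets were fatty acid oxidation (0.26, 0.00853), myogenic regeneration (-0.17, 0.00305) and mature myofibre (-0.04, 0.0104). The fatty acid oxidation median was 0.0794 without WT D14 replicate 2, and its call was lost in 2 of 6 fits with 1 library left out. Fry gave adjusted p of 0.509 or more for each of these 10 sets on D1, D7 and D14.

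Of the 7 lists marking other tissues, camera called acinar pancreas on D1 (median -0.73, adjusted p = 0.00118) and D4 (1.31, adjusted p = 2.84e-07) and Schwann cell and nerve on D4 (0.77, adjusted p = 3.72e-06) and D14 (0.67, 11 of 11 genes higher in KO, adjusted p = 4.97e-05). Acinar genes did not differ on D7 and D14 (-0.01 and 0), and the nerve list differed by 0.19 on D1 and -0.03 on D7. Each of these 4 calls was lost without 1 library, namely acinar pancreas without WT D1 replicate 3 on D1 (median 0.15, adjusted p = 0.658) and without KO D4 replicate 2 (0.12, 0.695) or KO D4 replicate 3 (0.86, 0.0549) on D4, and the nerve list without KO D4 replicate 2 (0.22, 0.178) and without KO D14 replicate 2 (0.44, 0.116). Fry called 0 of the 4 (adjusted p = 0.671). On D4 the shifts of these 2 lists relative to all genes were 1.59 and 1.06. The others had adjusted p of 0.0612 or more. Their medians from D1 to D14 were 0.49, 0.37, -0.25 and 0.12 for brown adipocyte, -0.18, 0.36, -0.03 and -0.23 for liver, 0.30, -0.03, -0.01 and -0.20 for epidermis, 0.63, -0.32, -0.85 and 0.56 for erythrocyte, and -0.31, -0.04, -0.13 and 0.32 for cardiac and smooth muscle. With other scalings the signs of the epidermis, erythrocyte and cardiac lists on D4 and of the liver, epidermis, cardiac and nerve lists on D7 were reversed under at least 1 of them. Of 16 acinar genes 8 passed the filter and 0 had a mean of at least 1 TPM in control muscle, whereas all 11 nerve genes were tested and 10 reached 1 TPM in control muscle.

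Among 307 pathways, camera called 2 on D1 (1 higher in KO, 1 lower), 85 on D4 (28 higher, 57 lower), 4 on D7 and 19 on D14, all of the latter 23 higher, whereas fry called 0 on each day. On D4, Parkinson disease (median log2 difference 0.28, adjusted p = 2.51e-20) and oxidative phosphorylation (0.27, adjusted p = 4.1e-20), which share genes, were higher and lysosome (-0.59, adjusted p = 0.000317) and cell cycle (-0.49, adjusted p = 0.00121) were lower. On D14, PPAR signaling (0.20), regulation of lipolysis in adipocytes (0.19) and biosynthesis of unsaturated fatty acids (0.19) were higher (adjusted p = 7.84e-05 each). The pathways named here kept their direction under the 3 other scalings. On D1, leukocyte transendothelial migration was higher (0.35, adjusted p = 0.00335) and proteasome was lower (-0.11, adjusted p = 7.03e-05). The filter moved the D4 count most, to 186 with none and 41 at 5 TPM, and 11 pathways were called without KO D4 replicate 2 and 12 without WT D4 replicate 1. On D14 the count was 8 without KO D14 replicate 2 and 32 without KO D14 replicate 1.

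Principal component analysis of the 18 libraries of D4, D7 and D14 placed 62.7% of the variance on the first component and 5.6% on the next. This share was lowest, at 46.6%, with abundant genes removed. Mean scores on the first component were -82.8 ± 32.9 (WT D4), -25.1 ± 61.3 (KO D4), -22 ± 15.9 (WT D7), 6.06 ± 29.2 (KO D7), 65.6 ± 18.7 (WT D14) and 58.3 ± 8.29 (KO D14), n = 3 each, so that time points were ordered along it and genotypes overlapped. KO D4 replicate 2 lay at 44.1, compared with -72.7 and -46.7 for the other KO D4 libraries, and KO D7 replicate 2 lay at 39.5, compared with -14 and -7.33 for the other KO D7 libraries. Genotype accounted for 23.9% of the variance within days (exact permutation p = 0.15 over 10000 splits), and for 20.4%, 26.6%, 25.2% and 21.3% on D1, D4, D7 and D14 (exact permutation p = 0.4, 0.3, 0.2 and 0.4, where 0.1 is the smallest possible). Without KO D4 replicate 1 the share was 29.4% (exact permutation p = 0.0385).

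**Figure D3:**
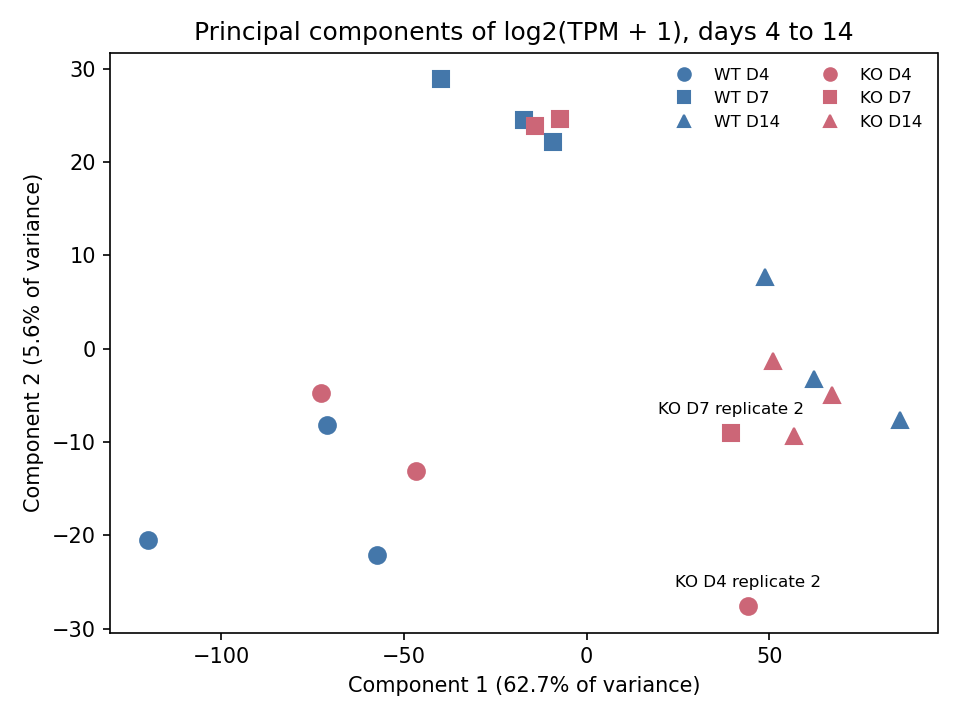
Scores on the first 2 principal components of log2(TPM + 1) for the 18 libraries of D4, D7 and D14, 1 point per library, with colour for genotype and shape for day. The first component (62.7% of variance) orders the days, and KO D4 replicate 2 (44.1) and KO D7 replicate 2 (39.5) lie near the D14 libraries, away from the other libraries of their groups.

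The study clustered genes by their course over time and described 1 cluster as differing between the genotypes. Genes were therefore clustered over D4, D7 and D14 in each genotype. Of 15652 genes, 69.3% fell into a KO cluster other than the one matched to their WT cluster. This is not a share of changed shapes, since 6 pairs of clusters that were not matched also had centres that correlated at 0.9 or more, up to 0.999. When all clusters alike at 0.9 or more were counted as the same (chosen after the data were seen), the share was 34.2%. Of 7 matched clusters, 6 had centres that correlated between genotypes at 0.912 to 0.989, and the remaining cluster, with 2231 genes in WT, 1249 in KO and 371 in both, at 0.44. In this cluster the standardised WT centre went from 1.1 on D4 to -0.298 on D7 and -0.806 on D14, and the KO centre from 0.728 to -1.09 and 0.362. The WT centre correlated at 0.999 with another KO cluster, whereas this KO centre correlated at no more than 0.44 with any WT cluster. The share of 69.3% depended on the random start (59.2% and 76% for 2 of the 3 starts alone) and was 52.5% when D1 was included. It was 54.2% without KO D7 replicate 2 and 80.6% without KO D4 replicate 1.

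Within each genotype, neighbouring time points were compared to follow the course of repair. In WT, 3120 genes were called between D1 and D4 (2292 higher, 828 lower), 1941 between D4 and D7 (478 higher, 1463 lower) and 5000 between D7 and D14 (145 higher, 4855 lower). In KO these were 3049 (1128 higher, 1921 lower), 0 (1555 at an unadjusted p under 0.05) and 88 (13 higher, 75 lower). The median of all genes shifted by 0.17, -0.24 and -0.45 in WT and by -0.15, -0.15 and -0.19 in KO. With abundant genes removed the WT counts from D7 to D14 were 431 higher and 2213 lower. Under the same removal, higher and lower WT genes were near equal in number between D1 and D4. Between D4 and D7 most called WT genes were then higher instead of lower, so that this direction depends on the scaling. Called in both genotypes were 1069, 0 and 78 genes. Of the genes called in WT, 87.9%, 97.2% and 97.8% had the same sign in KO, and log2 changes correlated across genes at r of 0.518, 0.595 and 0.715, although genes are not independent replicates. The difference in calls between genotypes was itself not tested by these counts, and the test of differences between days above called 0 genes. Single libraries weighed heavily. Without KO D4 replicate 2, 1378 genes were called from D4 to D7 in KO, and without KO D7 replicate 2 there were 380 from D7 to D14, compared with 9 without KO D7 replicate 1 or 3. In WT, 212 genes were called from D4 to D7 without WT D4 replicate 1 and 286 from D7 to D14 without WT D14 replicate 3. From D1 to D4, 1087 were called in KO without KO D1 replicate 3 and 2069 in WT without WT D1 replicate 3.

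As a measure of fibre type, the log2 ratio of Myh2 (type IIa myosin) to Myh4 (type IIb) was computed within each library. The difference of KO minus WT was 2.68 on D1, 0.17 on D4, -1.36 on D7 and 0.51 on D14 (exact permutation p = 0.3, 1, 0.2 and 0.7, with 0.1 the smallest possible). Over the 4 days it was 0.50 (exact permutation p = 0.594), and it was -0.09 without WT D4 replicate 1.

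Finally, WT D1 muscle was compared with uninjured control muscle, to describe the injury itself. Of 13041 genes tested in the control table, 7965 were called (7229 higher after injury, 736 lower), and the median of all genes was higher by 0.66. With mitochondrial and the most abundant genes removed and the rest rescaled there were 4465 higher and 1773 lower. Median-of-ratios scaling and quantile normalization centre the libraries on each other and cannot test this asymmetry. Of 26 panel genes tested, 19 were called over all genes and 20 when adjusted over the list alone. Gsdme rose by 0.67 (adjusted p = 0.0388), which is close to the shift of the median gene, while Gsdmd rose by 2.26 (adjusted p = 0.00284) and Il1b by 3.19 (adjusted p = 0.00288). Adipoq fell by 2.69 (adjusted p = 0.0132) and Plin1 fell by 1.77 (adjusted p = 0.0161). The leukocyte set was higher by a median of 3.95 (camera adjusted p = 1.66e-05), and recruited monocyte and inflammatory genes by 4.69 (adjusted p = 0.000109). Lower were nuclear oxidative phosphorylation (-0.50, adjusted p = 3.61e-38), mature myofibre (-0.89, adjusted p = 5.29e-16) and adipocyte and lipid storage genes (-0.53, adjusted p = 4.28e-13). Fry called each of these 5 sets as well (adjusted p from 0.00994 to 0.0426).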

Values the study reported

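The study sequenced injured gastrocnemius muscle at D1, D4, D7 and D14 with n = 3 per group at every time point. Most groups of genes clustered by their course over time were described as alike between the genotypes, and 1 cluster as an exception.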

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

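The tests on Pax7 and Txnip in this part and the mean over genes were chosen only after their values were seen, and the others before. The differences below were picked out because the KO minus WT difference at 1 time point departed from that at the time point before it. For the gene sets the change was tested with camera and fry over the 9 combinations of 3 sets and 3 steps between days, whereas for the single genes no test of their own passed.

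From D7 to D14 the KO minus WT difference of the adipocyte and lipid storage set rose by a median of 0.819 (log2), in 29 of 33 genes (camera adjusted p = 9.95e-11, fry adjusted p = 0.0472). It was the only one of the 9 combinations that also passed under fry. The tables argue against 3 technical causes. The rise was 0.749 at the lowest with 1 library left out, without KO D7 replicate 2 or without KO D14 replicate 2, and its mean over genes, 1.09, was lowest without KO D14 replicate 2, at 0.88, so that a single library does not carry it. It was 0.628 after quantile normalization, the lowest of the 3 other scalings, and 0.587 after a trend of each library on GC content and gene length was removed. A difference between genotypes in lipid storage late in repair remains a hypothesis. It stays open beside unequal dissection of fat around the muscle, which is weighed in the last part and for which the nerve list gave -0.528 between the lowest KO and highest WT library on D14.

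The other steps of this set rest on single libraries. From D1 to D4 its difference rose by a median of 0.179 (19 of 33 genes, camera adjusted p = 0.000334, fry adjusted p = 0.783), and without WT D1 replicate 3 the value was -0.0638, so that this library may account for the rise. It was also negative without KO D1 replicate 3 (-0.0312) or KO D4 replicate 2 (-0.0416), so that the source stays open. Scaling and base composition were argued against, as the rise was 0.408 after quantile normalization and 0.595 after removal of the GC and length trend. From D4 to D7 the difference fell, with a median of -0.422 (6 of 33 genes rose, camera adjusted p = 4.94e-06, fry adjusted p = 0.568). It was -0.085 without KO D4 replicate 2, which could therefore be the source of the fall, compared with -0.487 after quantile normalization and -0.551 after removal of the trend. A biological difference between D4 and D7 was not separated from this library.

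For nuclear oxidative phosphorylation genes the difference rose from D1 to D4 by a median of 0.301 (74 of 75 genes, camera adjusted p = 2.14e-20, fry adjusted p = 0.522). It was 0.143 without WT D4 replicate 1 and 0.148 without KO D4 replicate 2, so that either library may account for over 1 part in 2 of the rise, while quantile normalization gave 0.56 and removal of the trend 0.618. From D4 to D7 the difference changed by -0.397 (1 of 75 genes rose, camera adjusted p = 4.55e-34, fry adjusted p = 0.306). Here no single library, scaling or trend removed it, with -0.227 without WT D4 replicate 1, -0.495 after quantile normalization and -0.456 after removal of the trend. Since fry did not pass, a difference between D4 and D7 that depends on genotype is only a hypothesis here.

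Single values were checked for opposite directions between days without overlap of the 3 KO and 3 WT libraries. Of 35 genes of the panel or named here and the Myh2 to Myh4 ratio, 36 in all, 2 had such values, where 0.975 is expected by chance. Neither difference was tested by a call, since the F test of differences between days gave each an adjusted p of 0.527. Pax7, a marker of muscle stem cells, was higher in all 3 KO libraries on D1 (1.35 ± 0.224 TPM in KO and 0.853 ± 0.155 in WT, n = 3) and lower in all 3 on D4 (3.34 ± 2.04 and 5.93 ± 0.108 TPM). The change in its log2 difference was -1.16. Txnip, listed with the resident macrophage genes, was higher in KO on D7 (342.4 ± 25.8 and 247.5 ± 11.7 TPM) and lower on D14 (231.2 ± 20.1 and 288.9 ± 29.7 TPM), a change of -0.78. A single library was argued against as the whole cause, since the changes were -0.673 for Pax7 without KO D4 replicate 2 and -0.722 for Txnip without KO D7 replicate 1, the libraries whose removal lowered each most. So was the scaling, with -0.767 and -0.925 under the scaling that brought each closest to 0. Chance is not excluded, since 0.975 such values are expected, and a biological difference between days was not tested further.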

How the results depend on the processing

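In this part library quality weights, single random starts of the clustering, clusters counted as alike by their centres, all alternatives of the acinar and nerve lists and of the sets other than the adipocyte, oxidative phosphorylation and resident macrophage sets, and all alternatives of the control comparison were chosen after the data were seen, and the other tests before. Where no reason is given for a change, the cause was not tested.

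Counts of genes called between KO and WT stayed at 26 or fewer with 1 choice changed, except under library quality weights. The weights gave 3 genes on D4, 533 on D7 and 51 on D14, 11 on average over days and 19 in the test of differences between days, compared with 0, 0, 0, 1 and 0 (3568, 481, 324 and 1203 at an unadjusted p under 0.05 where 0 were called). Without a filter there were 14, 21 and 4 genes on D1, D4 and D7 and 6 in the test between days. At a minimum of 5 TPM 1 gene was called on D4, 1 on D14 and 2 on average. Median-of-ratios scaling, quantile normalization and removal of abundant genes each gave 2 genes on D1 and 1 on each later day, Dynlt1b being called on all 4 days under each, and on average 3, 2 and 3 genes. A variance prior without trend gave 3 on average. The gene called on D1 was lost at an adjusted p of 0.01, with a pseudocount of 0.1, at a minimum of 5 TPM and in a fit of only the groups compared (0 genes each, with 845, 755, 545 and 441 at an unadjusted p under 0.05). With 1 library left out the counts were from 0 (without WT D1 replicate 2 or 3 or KO D1 replicate 1 or 3, 287 to 2272 unadjusted) to 2 (without KO D1 replicate 2) on D1, from 0 (643 to 1049 unadjusted) to 24 (without KO D4 replicate 1) on D4, from 0 (252 to 419 unadjusted) to 26 (without KO D14 replicate 1) on D14, from 1 to 3 (without KO D1 replicate 3 or WT D14 replicate 1) on average, and from 0 to 1 (without KO D14 replicate 1) in the test between days. On D7 it was 0 in all 6 such fits (212 to 786 unadjusted). At an unadjusted p under 0.05, the 3568 genes of D4 were from 583 (a fit of only the groups compared) to 4810 (no filter) with all libraries kept.

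Gsdme averaged over days kept its direction in all 33 alternatives, and its adjusted p, 0.0664 as reported, ranged from 0.0209 to 0.781. It passed under median-of-ratios scaling (-0.49, adjusted p = 0.0341), with abundant genes removed (-0.61, 0.0313), without a variance trend (-0.55, 0.0408) and with quality weights (-0.58, 0.0209). Over the 24 fits that each left out 1 library the difference was from -0.59 to -0.51, and it passed without KO D1 replicate 3 (0.0455) and without WT D14 replicate 1 (0.0497).

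Counts between neighbouring days moved more. A fit of only the groups compared, which has fewer libraries for the spread, gave 1163, 908 and 7940 genes in WT from D1 to D4, D4 to D7 and D7 to D14 (3120, 1941 and 5000 with all groups) and 52 and 7 genes in KO from D1 to D4 and from D7 to D14 (3049 and 88). Quality weights gave 10595 and 9503 in WT for the later steps and 278 and 7861 in KO. From D7 to D14 in WT median-of-ratios scaling, quantile normalization and removal of abundant genes gave 2190 (824 higher, 1366 lower), 2106 (881, 1225) and 2644 (431, 2213). The same scalings gave 18, 26 and 8 genes from D4 to D7 in KO, and 433 (127 higher, 306 lower), 415 (154, 261) and 228 (54, 174) from D7 to D14, while without a filter there were 6 and 47. They also changed the split in WT, from 2292 higher and 828 lower between D1 and D4 to 1772 and 2084, 1960 and 1873, and 1836 and 1893, and from 478 higher and 1463 lower between D4 and D7 to 928 and 902, 1209 and 1047, and 1320 and 382. Leaving out 1 library gave WT counts from 2069 (without WT D1 replicate 3) to 3548, from 212 (without WT D4 replicate 1) to 1597 and from 286 (without WT D14 replicate 3) to 4181. KO counts were from 1087 (without KO D1 replicate 3) to 3988, from 0 (779 to 1494 unadjusted) to 1378 (without KO D4 replicate 2) and from 9 (without KO D7 replicate 1 or 3) to 380 (without KO D7 replicate 2). Median-of-ratios scaling and quantile normalization even out higher and lower genes by construction, so that only the removal of abundant genes bears on the split. Under it, higher and lower genes were near equal between D1 and D4, and most genes were higher instead of lower between D4 and D7. The control comparison, 7965 genes as reported, gave 5226 after quantile normalization and from 5677 to 8353 with 1 library left out.

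The adipocyte and lipid storage set on D14 kept its direction and its call in all 12 alternatives (0.677 to 1.17) and in each fit with 1 library left out. On the other days its median kept its size but lost its call under camera with an estimated correlation and under fry, which allow for genes moving together (D1 0.369, adjusted p = 0.841 and 0.644; D4 0.426, 0.268 and 0.404; D7 0.0515, 0.552 and 0.905), and on D1 also at a minimum of 5 TPM (0.369, 0.051). With 1 library left out the median was from 0.0952 (without KO D1 replicate 1) to 0.408 on D1 and from -0.0564 (without KO D7 replicate 1, adjusted p = 0.00162) to 0.115 on D7. On D1 the call was lost without WT D1 replicate 1 or 2 or KO D1 replicate 1 or 2 (adjusted p from 0.0833 to 0.692).

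For nuclear oxidative phosphorylation, the small medians of D1, D7 and D14 (0.00537, -0.101 and 0.0403) changed sign under median-of-ratios scaling (-0.116, 0.135 and -0.0737), quantile normalization (-0.0594, 0.0168 and -0.0107) and removal of abundant genes (-0.0628, 0.0383 and -0.0381), since a scaling shifts all genes by amounts of this size. Relative to all genes (-0.0846, 0.086 and -0.0403) the sign was kept under each scaling on these days. The D4 median of 0.296 lost its call under an estimated correlation (0.296, adjusted p = 0.349) and fry (0.404). Among the reversed values, those under median-of-ratios scaling (adjusted p = 0.0294, 0.042 and 0.042 on D1, D7 and D14) and removal of abundant genes (0.0188, 0.0381 and 0.0207) were called. The set also passed on D1 in a fit of the groups compared (0.00537, adjusted p = 0.0417) and on D14 at a minimum of 5 TPM (0.0403, 0.0313). With 1 library left out the median was from -0.119 (without KO D1 replicate 2) to 0.116 (without KO D1 replicate 3) on D1, from -0.151 to -0.0819 on D7 and from -0.0436 (without WT D14 replicate 2) to 0.134 on D14. It was also negative on D1 without WT D1 replicate 2 or 3 or KO D1 replicate 1 (-0.106, -0.00431 and -0.018), and on D14 without KO D14 replicate 3 (-0.0164). Calls appeared in both directions. On D1 they were without WT D1 replicate 2 (adjusted p = 1.66e-07) and KO D1 replicates 1, 2 and 3 (0.0369, 3.63e-08 and 0.00287, the last with a positive median), on D7 without WT D7 replicate 1 (-0.122, 0.0214), and on D14 without WT D14 replicate 2 (3.75e-07), KO D14 replicate 3 (0.000667) and KO D14 replicate 1 (0.0409, 0.0207).

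The direction of the resident macrophage set depended on scaling and on single libraries. Its median was 0.0229 on D1 at a minimum of 5 TPM (-0.0393 as reported), 0.245, 0.133 and 0.162 on D4 under the 3 scalings in the order above (-0.102 as reported), 0.132, 0.111 and 0.0364 on D7 (-0.0941), and -0.0243 and -0.00742 on D14 for the first 2 of them (0.0748). Relative to all genes its sign was kept under each scaling on D1, D4 and D7, with -0.158, -0.0641 and -0.146 on D1, 0.245, 0.149 and 0.23 on D4 and 0.131, 0.111 and 0.119 on D7. On D7 its call was lost at -0.0941 under an estimated correlation, fry and no filter (adjusted p = 0.841, 0.986 and 0.162). With 1 library left out it was from -0.107 to 0.182 (without WT D1 replicate 3) on D1, from -0.379 to 0.12 (without KO D4 replicate 2) on D4, from -0.271 to 0.0655 (without KO D7 replicate 2) on D7 and from -0.115 (without WT D14 replicate 3) to 0.391 (without WT D14 replicate 2) on D14. It was also above 0 without WT D1 replicate 2, KO D1 replicate 2 or KO D1 replicate 3 (0.0272, 0.0343 and 0.103), and without WT D4 replicate 1 (0.000729). Positive medians were called on D4 without KO D4 replicate 2 or WT D4 replicate 1 (adjusted p = 0.0321 and 0.0197), on D7 without KO D7 replicate 2 and with abundant genes removed (0.000444 and 0.0303), and on D14 without WT D14 replicate 2 (0.00521).

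Pathway counts (2, 85, 4 and 19 from D1 to D14) were 4, 186, 21 and 45 without a filter and 4, 41, 7 and 10 at a minimum of 5 TPM. On D1 the 3 scalings gave 6, 7 and 6, and on D7 they gave 2, 8 and 0. On D14 quantile normalization gave 11 and removal of abundant genes 8. A fit of the groups compared gave 10 on D7 and 8 on D14. Leaving out 1 library gave counts from 2 to 27 (without WT D1 replicate 2), from 11 (without KO D4 replicate 2) to 97, from 0 (without KO D7 replicate 2) to 7 and from 8 (without KO D14 replicate 2) to 32 (without KO D14 replicate 1).

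The share of variance on the first component, 62.7%, was lower in all 7 alternatives: 52.2% with all 24 libraries, 56.3% with unit variance, 50.5% with a pseudocount of 0.1, 57.2% without a filter, and 52%, 51.1% and 46.6% under the 3 scalings. It was from 58.9% to 64.3% with 1 library left out, and the genotype share of variance within days was from 22.08% to 29.4% (without KO D4 replicate 1). The share of genes outside the matched cluster, 69.3%, was 34.2% when clusters with a centre correlation of at least 0.9 were counted as alike, 56.1% with 6 clusters, 62.4% with 8, 59.2% and 76% from single random starts, 52.5% with D1 included, and 60.8%, 58.5% and 58.5% under the scalings. It was from 54.2% (without KO D7 replicate 2) to 80.6% (without KO D4 replicate 1) with 1 library left out. The log2 ratio of Myh2 to Myh4 differed by -0.087 (without WT D4 replicate 1) to 0.90.

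A replicate block was fitted although the numbers did not pair KO with WT. It gave 0 genes on D1 (788 at an unadjusted p under 0.05; Gm42793 had an adjusted p of 0.134), and 284 genes from D7 to D14 in KO. For the KO steps in which the numbers did pair libraries, 3797 genes were called with the block from D1 to D4 and 0 from D4 to D7 (1860 unadjusted). The block changed no other call.

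The other 46 results, single genes, sets and lists, had 921 alternatives, of which 783 kept direction and side of the threshold, 110 were weaker, 20 were stronger and 8 were reversed. Fatty acid oxidation on D7, -0.0449 as reported, was 0.189, 0.0828 and 0.0935 under the 3 scalings and from -0.11 to 0.0334 (without KO D7 replicate 2) with 1 library left out. In such fits the leukocyte set on D1 (0.559) was from -0.0056 (without WT D1 replicate 3) to 1.07, and on D14 myogenic regeneration (-0.169) was from -0.311 to 0.00137 (without WT D14 replicate 2) and mature myofibre (-0.0383) from -0.0821 to 0.017 (without KO D14 replicate 1). The mitochondrially encoded set has no value with these genes removed. The acinar pancreas list on D1, -0.729 as reported, was from -1.12 (without WT D1 replicate 2) to 0.151 (without WT D1 replicate 3) with 1 library left out. The depth of the libraries is unknown, so that calls of genes near 1 TPM, such as Gsdme and Gm42793, cannot be weighed by read number.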

Other observations

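The tests on Dynlt1 paralogs, fat and nerve, brown fat, pancreas genes, a day 14 origin of KO D4 replicate 2, less injured tissue in KO D14 and the share of higher calls against control were chosen only after the result was seen, as were the splits for sets other than the adipocyte, oxidative phosphorylation and resident macrophage sets, except leukocyte, mature myofibre and myogenic regeneration on D4. The other tests were chosen before.

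Other splits of the same libraries were compared with the real one, counted in it. With 3 against 3 there are 10 splits, so that the share is never under 0.1 and the counts decide nothing on their own. For genes at an unadjusted p under 0.05 between KO and WT, 3, 3, 2 and 4 of 10 splits gave as many on D1, D4, D7 and D14, and 4 of 10 gave as many called genes on D1. For pathways these were 10, 3, 5 and 3 of 10. For the median of the adipocyte and lipid storage set 1, 2, 8 and 1 of 10 splits were as large, for nuclear oxidative phosphorylation 10, 5, 1 and 8, and for resident macrophage genes 9, 8, 7 and 10. On D4 the leukocyte, mature myofibre and myogenic regeneration sets had 5, 3 and 1 of 10, and the mitochondrially encoded, immediate early, recruited monocyte, lipid-associated macrophage, cell cycle and fatty acid oxidation sets 3, 1, 4, 3, 3 and 5. On D1 the recruited monocyte, leukocyte, lipid-associated macrophage, mature myofibre, cell cycle and fatty acid oxidation sets had 4, 7, 3, 1, 6 and 5 of 10, on D7 the immediate early, mature myofibre, cell cycle and fatty acid oxidation sets 1, 1, 1 and 9, and on D14 the myogenic regeneration, mature myofibre and fatty acid oxidation sets 4, 8 and 4. Between neighbouring days the real split gave more calls than the other 9 in each comparison (1 of 10), except KO D4 against D7, where 4 of 10 gave as many genes at an unadjusted p under 0.05. In the KO steps whose numbers paired libraries, D1 to D4 and D4 to D7, the real split was the largest of the 4 that part all pairs. The control comparison had 1 of 10. For the average over days 16 of 100 drawn splits gave as many called genes, so that a count of 1 does not stand apart from chance. For the test of differences between days, 11 of 100 drawn splits gave as many genes at an unadjusted p under 0.05. The share of genes outside the matched cluster was as large in 2 of 40 drawn splits, where it was from 54.4% to 69.6% (median 61.2%), so that most of the 69.3% may come from noise in the clustering.

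KO D4 replicate 2 lay apart from the other KO D4 libraries. Against their mean, its set medians were -2.59 for leukocyte, -2.02 for cell cycle, -3.18 for myogenic regeneration and -1.91 for lipid-associated macrophage genes, and 0.62 for mature myofibre, 0.60 for adipocyte and 0.46 for nuclear oxidative phosphorylation genes. Without it, 643 genes remained at an unadjusted p under 0.05 between KO and WT on D4, fewer than the 785.9 expected by chance, compared with 3568. The excess also shrank without WT D4 replicate 1, to 1049 genes, and was absent in a fit of only the D4 libraries, with 583 genes, so that it rests on both libraries and on the spread taken from the other groups. A candidate explanation of part of it is that KO D4 replicate 2 held less injured tissue. GC content and gene length were argued against as the whole cause, with 2774 genes after removal of the trend (3533 of the same genes before), and so were abundant genes, with 2585 after their removal. Why the library differs stays open. Its distance to the KO D14 mean was 1.12 times the largest distance of a KO D14 library to the mean of the other 2, so that a D14 library under a D4 label cannot be told apart from a weak injury by 1 library. Dilution by uninjured tissue would lower the injury sets alike, and their medians lay 1.27 apart (log2), which a single library does not settle either. Slower or weaker injury in this mouse was not tested.

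The higher adipocyte and lipid storage set in KO on D14 held in these tests against technical causes. Its median was at least 0.677 under other scalings, 0.675 after removal of the GC and length trend, and at least 0.615 without any single KO D14 library. Brown fat was argued against, since the median TPM of Ucp1 in KO D14 was 0; of the 10 brown adipocyte genes listed 5 were tested, 4 reached 1 TPM in control muscle and 4 stand in other lists. Less injured tissue in KO D14 would leave the set at or under its level in uninjured muscle, but the median difference to control was 0.585 (30 of 34 genes higher), whereas WT D14 lay at -0.324 (8 of 34 higher). These tables were normalized separately, and KO D14 scores from 4.276 to 5.246 overlapped control scores from 4.165 to 4.307, so that this stays open. Fat and nerve taken along at dissection cannot be told apart from a change within the muscle either. The nerve list was also higher in KO (0.671, 11 of 11 genes), and the KO D14 libraries had the same order in both scores (adipocyte 4.276, 4.896 and 5.246, nerve 2.661, 3.716 and 4.06 for replicates 1, 3 and 2), but the lowest KO score of the nerve list was below the highest WT score, by -0.528, and the call of the list was lost without KO D14 replicate 2 (median 0.44, adjusted p = 0.116). Of its 11 genes 10 reached 1 TPM in control muscle. Scd1, chosen after its values were seen, had the lowest adjusted p on D14 (12.9 ± 3.93 TPM in WT, 116 ± 61.9 in KO, 53.1 ± 9 in control, log2 difference 2.93, adjusted p = 0.0646), and it was called without KO D14 replicate 1 (adjusted p = 0.00253). More fat storage in KO muscle late in repair is a hypothesis that these libraries do not separate from unequal dissection.

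Dynlt1b was lower in KO on all 4 days. Reads shared between paralogs were argued against, since the sum of the 4 copies was lower too (exact permutation p = 1.25e-05, the smallest possible). Dynlt1b itself was 150.7 TPM on average over 12 WT and 74.3 TPM over 12 KO libraries, whereas Dynlt1a, Dynlt1c and Dynlt1f had log2 differences of -0.20, -0.32 and -0.24. A strain difference around the gene may explain a constant deficit. Among the 20 tested genes nearest to Dynlt1b, 2 had an unadjusted p under 0.05 on average over days (Tmem181b-ps and Dynlt1c). As many were found in 14.6% of 14774 windows, so that this count does not set the window apart. The count ignores how small each p was. Tmem181b-ps, chosen after its values were seen, differed by -0.83 (adjusted p = 0.0524, from 2.83e-05 to 0.227 over alternatives). On average over days it was called beside Dynlt1b after median-of-ratios scaling (adjusted p = 0.00029), quantile normalization (2.83e-05) and removal of abundant genes (0.00654). A variant of Dynlt1b alone would leave this neighbour unexplained, but 1 gene chosen afterwards does not decide the question. Nnt, also chosen after its values were seen and known to differ between mouse substrains, differed by -0.85 (adjusted p = 0.0694, from 0.0263 to 0.454 over alternatives, exact permutation p = 1e-04). The 20 neighbours of Nnt had 0 genes at an unadjusted p under 0.05. Those of Gsdme had 0 as well, which is what 1 deleted or altered gene would also give. Whether WT and KO mice share a substrain, and whether Gsdme itself acts on these genes, was not tested.

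Since Gsdme overlapped between genotypes on D14, exchanged labels on that day were weighed. Of the 20 genes with the smallest p for KO against WT over D1, D4 and D7, 4 separated the D14 libraries in the same direction (Dynlt1b, Nnt, Zfp560 and Acer2), where exchange of labels at random would give about 1. This argues against a mislabelled sample on D14. Why Gsdme was near its WT level there was not tested, and as TPM counts reads over the whole gene, transcripts without a working product would be counted.

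Pancreas genes appeared in single libraries. Of the 16 acinar genes, 13 were highest in KO D4 replicate 2, led by Ctrb1 at 27.5 TPM (next library 15.7), Try4 at 10.5, Cela2a at 10.3 and Prss2 at 8.79. Of these 16 genes 0 had a mean of at least 1 TPM in control muscle. This is consistent with a trace of RNA or reads from another sample or tissue in this library, the candidate source of the higher acinar list on D4, although 8 of the 16 genes passed the filter and the next library held over 1 part in 2 of the Ctrb1 level. Without this library the median on D4 was 0.123 (adjusted p = 0.695). KO D4 replicate 3 had a raised acinar score as well (1.047, compared with 2.304 in KO D4 replicate 2 and 0.636 or less in the other D4 libraries), and without it the call was lost too (0.86, adjusted p = 0.0549). On D1 the score was 1.823 in WT D1 replicate 3 and from 0.186 to 0.273 in the other 5 libraries. Without WT D1 replicate 3 the D1 median was 0.151 (adjusted p = 0.658), so that this library alone accounts for the lower acinar list in KO on D1. No biological explanation was tested.

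The excess of higher over lower genes in WT D1 against control may come in part from a few genes taking most of the TPM in resting muscle. With the abundant genes removed and the rest rescaled, 71.6% of 6238 calls were higher (4465 higher, 1773 lower), compared with 7229 of 7965 as deposited. The smaller number of calls from D7 to D14 in KO than in WT was set against the state of KO D7 replicate 2, which lay at 39.5 on the first component, near the D14 libraries. Without it 380 genes were called, compared with 88. In WT the count also hung on single libraries, with 286 without WT D14 replicate 3 compared with 5000, and quality weights gave 7861 genes in KO and 9503 in WT. How much of the gap comes from single libraries, and how much from genotype, stays open.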
